A study of Homo sapiens with 5 samples. Its data were reported in "Thr4 phosphorylation on RNA Pol II occurs at early transcription regulating 3′-end processing" (2024).

How the data were processed

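Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in HEK293 cells, a human embryonic kidney cell line, with an antibody against RNA polymerase II whose C-terminal domain repeats are phosphorylated on threonine 4 (pThr4). Before the antibody was added, the chromatin was treated with the phosphatase Ssu72 or with a catalytically inactive mutant of it (Mut). Ssu72 removes phosphate from serine 5 of the same repeats, a mark that can hide pThr4 from the antibody. Per the labels, each group held 2 biological replicates, numbered 1 and 2, and each number marked a batch with 1 Ssu72 and 1 Mut library. The other sample was an input, for which no peak list was used here.

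The deposited files were 4 lists of broad peaks, 1 per library, so replicates were not pooled. According to the methods of the study, the authors called broad peaks with MACS2 against an input. The positions are on GRCh38, which was read from the names of the unplaced sequences in the lists. Which aligner made these lists is unclear. The methods of the study describe an older build for its Ssu72-treated reads, and GRCh38 with another aligner for untreated samples. For each peak the authors' MACS2 gave a fold enrichment over the local background, which is a ratio averaged over the region. The authors' p-value and q-value of each peak are given as −log10, and the deposited score is 10 times the −log10 q-value, rounded down to a whole number. The largest q-value in the lists was 0.0997. The shortest peak measured 367 bp and the smallest gap between neighbouring peaks was 1469 bp in the lists. The lists hold no read counts, so the depth of each library is unknown. The fold enrichment is the authors' value and was used to describe, rank or filter peaks within a list. Where a list was cut to its highest-ranked peaks, the rank was by q-value, and fold enrichment only broke ties. The fold enrichment was also used to solve a background per library. Where means of it, counts at a common minimum or such backgrounds are given for several lists, they describe the lists, whose scales are not known to be the same.

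Peaks on chromosomes 1 to 22, X and Y were kept. Gene positions came from RefSeq on GRCh38.p14, with 59679 genes on these chromosomes. That table carries no strand. The strand was read from the GENCODE gene of the same name on the same chromosome, using no coordinates of GENCODE, which is placed on GRCh37. Where the order of a gene and its 5 neighbours on each side differed between the builds, the strand was dropped, which concerned 328 genes. A strand was obtained for 95.7% of the 20037 protein-coding genes (19181 genes), but for 28.4% of long noncoding RNA genes and for none of the tRNA genes. Classes of peaks therefore lean on protein-coding genes. Ends of all annotated transcripts had been chosen before the data were examined, but transcript positions on GRCh38 were not used here, and each gene gave 1 transcription start site (TSS) and 1 transcription end site (TES).

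A peak that overlapped a TSS ± 1000 bp at any base was a promoter peak. Of the others, a peak that overlapped a TES ± 1000 bp was a TES peak, and the rest were gene body or intergenic peaks. The background of these shares and of overlaps between lists came from 1000 circular shifts of the peaks along each chromosome, up to its last gene or peak. Shifted peaks can land in unassembled sequence, so this background is a description and has no p-value. A profile over protein-coding genes was built from 120 bins, 40 bins of 50 bp on either side and 40 bins scaled to the gene. In each bin the share of genes covered by a peak was taken, and the highest share in the first 60 bins over that in the last 60 bins was the TSS to TES ratio. Because read coverage was not used, this ratio counts genes with a peak and not signal. A consensus region was a merged region that held a peak of both replicates. Its share at protein-coding genes was taken over regions within 1000 bp of any gene.

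Each of 6 library values was compared between 2 Ssu72 and 2 Mut libraries with a two-sided exact permutation test, on the log2 scale except for shares. This design cannot reach 0.05, and the smallest p-value it allows is 0.333. Fold enrichment of promoter, TES and gene body peaks was compared within each library with a two-sided permutation test of mean ranks (100000 resamples, 10000 for the alternatives), with Benjamini-Hochberg adjustment over 12 tests. Peaks of a library are not independent replicates, so these tests describe that library. Intervals of shares are 95% Wilson intervals and cover counting error only. The pairing of the libraries comes from the labels, which give each number a batch. As a check, the differences between replicates 1 and 2 in the Ssu72 and the Mut libraries were correlated. Over 1762 bins of 1 Mb, the correlation of their covered bases was -0.16, and over promoter peaks of 19181 genes it was -0.04. These values give no support for the pairing, so values within a batch rest on the labels alone.

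The genes named were chosen by a rule set before the data were examined. They are the 5 protein-coding genes with a promoter peak in both Ssu72 and neither Mut library that ranked highest by the lower of their within-library fold percentiles, 3 genes chosen the same way in the opposite direction, 3 genes with a promoter peak in all 4 libraries, and CCND1 and LEO1, which the study names. Alternatives covered the threshold, the list length, the merging of peaks, the windows, the gene set, the overlap, the replicate block and each replicate left out. The background pileup of each library was solved from the fold enrichment and p-value of 300 of its shortest peaks, with the formulas of MACS2. The value given is the 5th percentile of the 300 solved values, so it is not a typical background. The scripts were tested on simulated data, in which the same percentile recovered a background of 1.8 as 1.83 from 300 simulated peaks. No simulated bin lay below the set background, and the accuracy on real lists is unknown. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.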

Results

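To ask where pThr4 is detected on the genome once the masking serine 5 phosphate is removed, peak lists of 2 libraries from Ssu72-treated chromatin were set against those of 2 libraries treated with the inactive enzyme. On chromosomes 1 to 22, X and Y, the Ssu72 libraries held 65490 peaks in replicate 1 and 60405 in replicate 2. The Mut libraries held 9339 and 32485 peaks. The group means were 62948 ± 3596 and 20912 ± 16367 peaks (SD, n = 2 each). The difference between the means of the log2 counts was 1.85, which is 3.61-fold between geometric means. Both Ssu72 lists were longer than both Mut lists, and the exact permutation test gave p = 0.333, the smallest value that 2 against 2 libraries allow. Within the batches, the Ssu72 list was 7.01-fold longer in replicate 1 and 1.86-fold longer in replicate 2. The spread between the Mut libraries was therefore large against the difference between the groups. Without Mut replicate 1, the log2 difference fell from 1.85 to 0.95. Of the alternatives run, keeping only peaks with a fold enrichment of at least 4 moved it most, to 0.22, and Mut replicate 2 then held 6206 peaks against 2291 in Ssu72 replicate 2.

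Peaks covered 157.7 Mb and 132.2 Mb in the Ssu72 libraries and 17.6 Mb and 83.6 Mb in the Mut libraries, in the order of the replicates (log2 difference 1.91, exact p = 0.333). Without Mut replicate 1 this difference was 0.79. Mean widths were 2407 and 2189 bp with Ssu72 and 1880 and 2575 bp with Mut. The mean fold enrichment was 3.31 and 3.02 in the Ssu72 lists and 3.66 and 3.64 in the Mut lists.

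Peaks were next assigned to promoters, TES regions, gene bodies and intergenic sequence. Promoter peaks made up 16.998% of the Ssu72 replicate 1 list (95% interval 16.7 to 17.3) and 16.1% of the replicate 2 list (15.8 to 16.4). The shares were 28.8% (27.9 to 29.7) and 18.5% (18.1 to 18.9) in the Mut lists. Circularly shifted peaks gave 5.66%, 5.62%, 5.49% and 6.05% in Ssu72 replicates 1 and 2 and Mut replicates 1 and 2, and no shift of the 1000 reached the observed share. The promoter share was 16.6 ± 0.63% with Ssu72 and 23.6 ± 7.31% with Mut (SD, n = 2 each), and the difference of -7.10 percentage points (exact p = 0.333) was smaller than the SD of the Mut libraries. Without Mut replicate 1 it was -1.93. The direction changed when the 9339 highest-ranked peaks of each list were used, where the difference was 1.67 percentage points. The groups then overlapped, with 34.9% and 29.5% for Ssu72 and 28.8% and 32.3% for Mut, and in replicate 2 the share was still lower with Ssu72. With a fold enrichment of at least 4 the difference was -2.80. The groups overlapped there too, with 37.4% and 45.9% for Ssu72 and 51.4% and 37.5% for Mut. In replicate 2 the share was then higher with Ssu72. With peaks at both ends of genes counted as TES peaks the difference was -3.39. The groups again overlapped, with 10.9% and 10.5% for Ssu72 and 18.1% and 10.1% for Mut.

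TES peaks made up 7.97% and 7.91% of the Ssu72 lists and 18.1% and 13.7% of the Mut lists. The means were 7.94 ± 0.04% and 15.9 ± 3.10% (SD, n = 2 each). The difference of -7.93 percentage points exceeded both SDs, with an exact permutation p of 0.333, and was -10.1 in replicate 1 and -5.77 in replicate 2. Shifted peaks gave between 3.33% and 3.57% in the libraries. With lists of equal length the difference was -2.11 percentage points, and the libraries of the groups overlapped. Gene body peaks accounted for 55.9% and 54.1% of the Ssu72 lists and for 34.5% and 48.1% of the Mut lists.

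**Figure D1:**
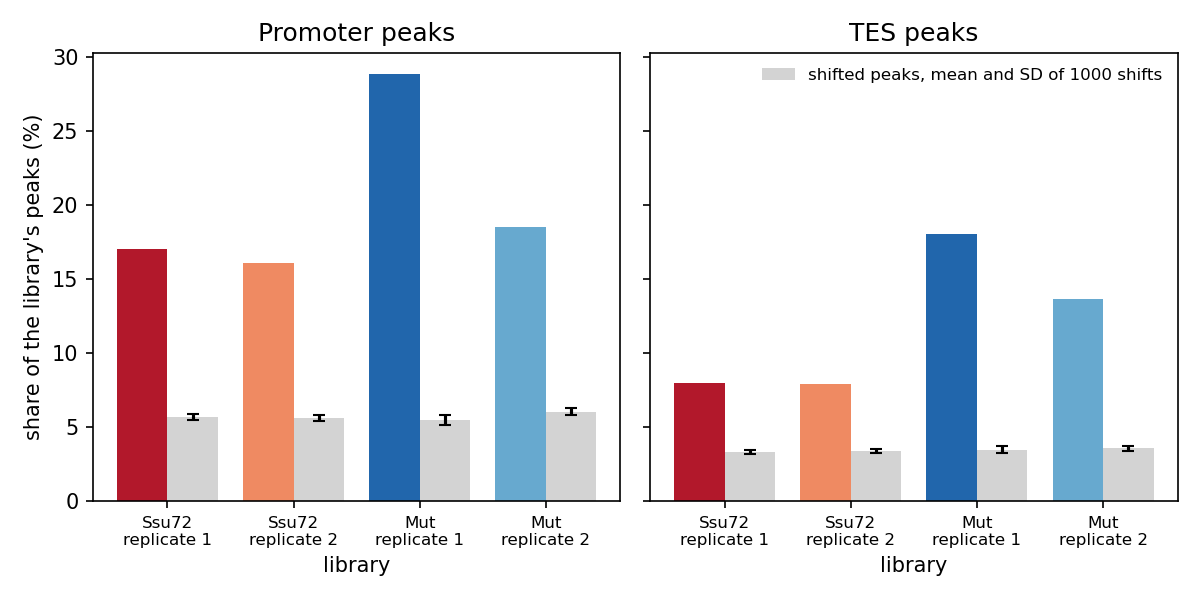
Share of each library's peaks, in percent, that were promoter peaks (left) or TES peaks (right), with grey bars for the mean of 1000 circular shifts of the same peaks and error bars for their SD. Every coloured bar lies above its grey bar, and the Mut replicate 1 bars, at 28.8% and 18.1%, are the highest.

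The profile over 19181 protein-coding genes addressed the balance between the ends of genes. In all 4 libraries the share of genes covered by a peak was highest, for the first part of the profile, in the last bin before the TSS, at -25 bp. It fell within the gene to 17.8% and 14.8% with Ssu72 and 2.49% and 9.43% with Mut. It rose again before the TES, to 30.4%, 25.9%, 6.997% and 23.5% in the last bin of the gene in the same order, and had its maximum of the last part of the profile beyond the TES. At its TSS maximum the share was 38.1% and 31.7% with Ssu72 and 9.60% and 20.9% with Mut. The maximum after the TES was 36.7% and 31.3% with Ssu72 and 11.7% and 35.0% with Mut. It lay 1525 and 1325 bp downstream of the TES in the Ssu72 libraries and 1725 and 1775 bp downstream in the Mut libraries. The profile was nearly flat there. In Ssu72 replicate 1 the share was 36.6% in bins 105 and 113. In Mut replicate 2 the share was 35.0% in bin 113 and 34.9% in bin 119. A shift between the treatments cannot be read from these positions. Bins within genes are scaled to gene length, so the steep fall after the TSS depends in part on that scaling. The position of the TSS maximum does too. The share was still rising in the last bin before the TSS, so the profile cannot tell whether the maximum lies before or after the TSS.

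**Figure D2:**
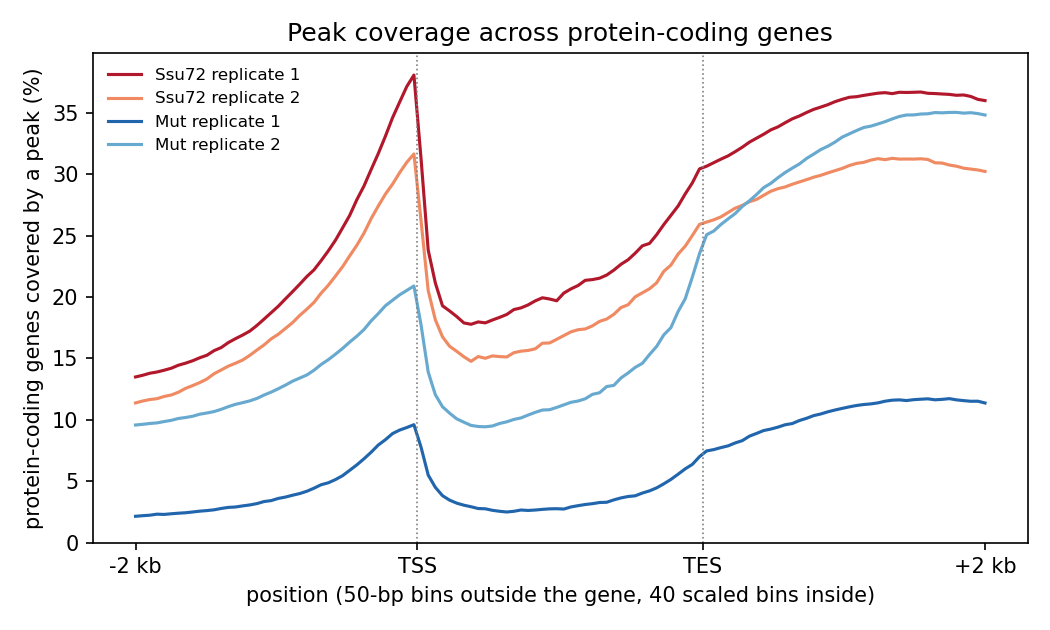
Percentage of protein-coding genes covered by a peak in each of 120 bins from 2000 bp upstream of the TSS to 2000 bp downstream of the TES, 1 line per library. The TSS maximum is close to the TES maximum in the Ssu72 libraries, and below it in the Mut libraries (20.9% against 35.0% in Mut replicate 2).

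The TSS to TES ratio was 1.04 and 1.01 in the Ssu72 libraries and 0.819 and 0.596 in the Mut libraries. The means were 1.02 ± 0.02 and 0.708 ± 0.157 (SD, n = 2 each), a log2 difference of 0.55 with an exact permutation p of 0.333. Within the batches the log2 difference was 0.34 in replicate 1 and 0.76 in replicate 2. Without Mut replicate 2 it was 0.32, and without Mut replicate 1 it was 0.78. In 4298 genes of at least 2000 bp with no other gene within 2000 bp, the log2 difference was 0.87. It was -0.10 with the 9339 highest-ranked peaks of each list and -0.22 with peaks of at least 4-fold enrichment, so the direction of this comparison changed with the threshold. At equal list length the log2 difference was -0.43 in replicate 1 and 0.23 in replicate 2.

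**Figure D3:**
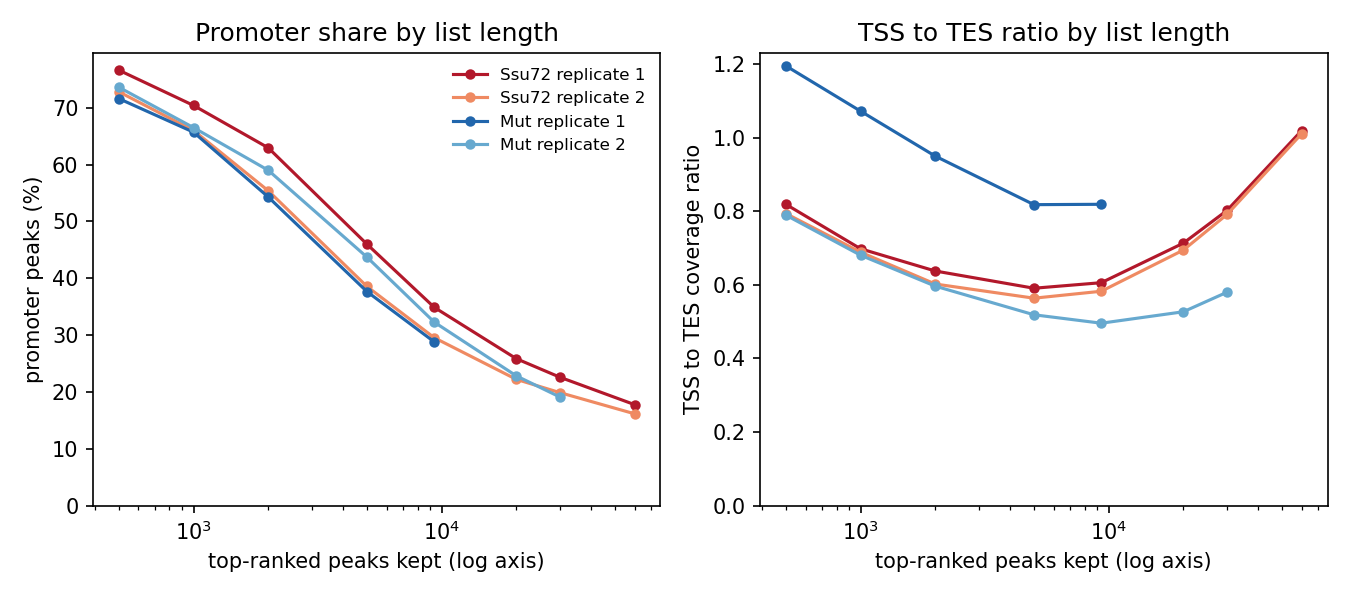
Promoter share in percent (left) and TSS to TES ratio (right) against the number of top-ranked peaks kept, on a log axis, 1 line per library. The promoter share falls with list length in all 4 libraries, and the ratio of the Ssu72 libraries lies between 0.564 and 0.606 at 5000 to 9339 peaks and above 1 at 60000 peaks.

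At the level of genes, 9755 and 8394 of the 19181 protein-coding genes had a promoter peak in the Ssu72 libraries, and 2532 and 5297 in the Mut libraries. The means were 9075 ± 962 and 3915 ± 1955 genes (SD, n = 2 each), with a log2 difference of 1.31 and an exact permutation p of 0.333. Without Mut replicate 1 the log2 difference was 0.77. A promoter peak was present in both Ssu72 libraries in 6695 genes and in both Mut libraries in 2177 genes. In 2387 genes it was present in both Ssu72 libraries and neither Mut library, and in 4 genes the reverse held. With lists of equal length the log2 difference was 0.13. The groups then overlapped, with 3274 and 2673 genes for Ssu72 and 2532 and 2894 for Mut. In replicate 2 the number was lower with Ssu72.

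Genes with a Mut peak at the TES and none at the promoter bear on the question of masking at the TSS. In replicate 1, 1394 of 2125 such genes (65.6%, 95% interval 63.6 to 67.6) had a promoter peak in the Ssu72 library, against 40.8% of the 14524 genes with no Mut peak at either end. In replicate 2 this held for 1936 of 4411 genes (43.9%, 42.4 to 45.4) against 22.3% of 9473 genes. The opposite order was also found. Among genes with a Mut promoter peak and no Mut TES peak, 60.6% in replicate 1 and 23.5% in replicate 2 had a Ssu72 TES peak, against 33.8% and 11.1% of the genes with no Mut peak at either end.

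Overlap between the lists was counted next. A Ssu72 peak of the same replicate overlapped 89.8% of the Mut peaks in replicate 1 and 61.3% in replicate 2, where shifted peaks gave 13.6% and 12.6%. In the other direction, 10.5% and 33.2% of the Ssu72 peaks were overlapped by a Mut peak. Between replicates, 48.7% of the peaks of Ssu72 replicate 1 were overlapped by replicate 2 and 57.3% in the other direction. For Mut these shares were 83.2% of the replicate 1 peaks and 20.1% of the replicate 2 peaks.

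The fold enrichment of peaks was then compared between classes within each library. In Ssu72 replicate 1 the median was 3.22 at promoters, 3.51 at TES regions and 3.04 in gene bodies, and in replicate 2 it was 2.95, 3.13 and 2.89. Promoter and TES peaks exceeded gene body peaks in all 4 libraries, with an adjusted permutation p of 1e-05, the smallest that the resamples can give. The sizes differed between libraries. A promoter peak exceeded a gene body peak in 61.3% of comparisons in Ssu72 replicate 1 and 56.4% in replicate 2, and a TES peak did so in 71.5% and 67.8%. In Mut replicates 1 and 2 the promoter values were 65.6% and 68.0% and the TES values 63.7% and 76.5%. A promoter peak exceeded a TES peak in 41.4% and 40.4% of comparisons with Ssu72 and in 45.5% in Mut replicate 2, while in Mut replicate 1 the order was the opposite (54.5%). When peaks at both ends of genes were counted as TES peaks, the difference in medians between promoter and gene body was 0.054 in Ssu72 replicate 1, where a promoter peak exceeded a gene body peak in 54.0% of comparisons. In replicate 2 it was -0.017 (49.5% of comparisons, permutation p = 0.226).

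The consensus of the Ssu72 replicates comprised 29730 regions and that of the Mut replicates 6493 regions, of which 94.7% overlapped a Ssu72 region. With the 9339 highest-ranked peaks of each list the order was the opposite, with 4612 Ssu72 and 5236 Mut regions. Of the Ssu72 regions, 25.7% were at promoters (95% interval 25.3 to 26.2), 13.2% at TES regions, 46.8% in gene bodies and 14.3% in intergenic sequence. Of 25626 regions within 1000 bp of a gene, 90.3% were at a protein-coding gene. A Ssu72 consensus region overlapped 639 of 3112 snoRNA and miRNA genes (20.5%, 19.15 to 21.99) and 4010 of 18303 long noncoding RNA genes (21.9%, 21.3 to 22.5). The Mut regions overlapped 228 and 1254 of these genes. Taken apart, the Ssu72 regions overlapped 136 snoRNA genes (11.3%) and 503 miRNA genes (26.3%), so the pooled share describes neither class. Consensus regions are merged, so they include bases that were not covered in both replicates. With regions cut to the bases covered in both replicates, the counts fell to 427 snoRNA and miRNA genes and 3570 long noncoding RNA genes.

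Among the genes with a promoter peak in both Ssu72 libraries and neither Mut library, DGAT1, CLUH, SAMD11, RPS19 and GPS1 ranked highest. DGAT1 (chromosome 8, 144314584 to 144326852, minus strand, GRCh38) lay within a peak of 20813 bp in Ssu72 replicate 1 (144306626 to 144327438, fold enrichment 11.95). The peak of replicate 2 measured 18000 bp (144307955 to 144325954, fold enrichment 7.88). CLUH on chromosome 17 (2689387 to 2712020, minus strand) lay within peaks of 28495 and 28683 bp. The peaks at SAMD11 on chromosome 1 (923923 to 944574, plus strand) measured 47408 and 36558 bp and also covered the promoter of LINC02593. The peak at RPS19 on chromosome 19 (41860255 to 41872925, plus strand) reached the promoters of ARHGEF1 and CD79A in replicate 1. The peaks at GPS1 on chromosome 17 (82050932 to 82057470, plus strand) also covered the promoters of DUS1L and RFNG. All 5 genes had a TES peak in all 4 libraries, and none had a promoter peak in any library when the midpoint of the peak had to lie in the window. With promoter windows of 3000 bp, the number of libraries with a promoter peak, Ssu72 minus Mut, fell from 2 to 1 at DGAT1, CLUH, SAMD11 and GPS1. It stayed at 2 at RPS19. With windows of 500 bp it fell to 1 at DGAT1 and RPS19 and stayed at 2 at CLUH, SAMD11 and GPS1.

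A promoter peak in both Mut libraries and neither Ssu72 library was found at 4 genes. NEK3 on chromosome 13 (52132647 to 52159860, minus strand) had peaks of 399 and 492 bp with fold enrichments of 3.74 and 4.15. APBA2 on chromosome 15 and YWHAB on chromosome 20 followed, with peaks of 371 to 1314 bp. KLK13 on chromosome 19, the last of the 4, was outside the rule and was chosen after its values were seen. Promoter peaks in all 4 libraries ranked highest at PSMG1 on chromosome 21 (39174769 to 39183514, minus strand), CXorf38 on chromosome X (40626921 to 40647561, minus strand) and EDC4 on chromosome 16 (67873052 to 67884499, plus strand). The PSMG1 peak had a fold enrichment of 34.9 and 18.9 in the Ssu72 lists and 14.7 and 35.5 in the Mut lists.

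CCND1 (chromosome 11, 69641156 to 69654474, plus strand) had a promoter peak in both Ssu72 libraries and in Mut replicate 2. In Ssu72 replicate 1 this peak spanned 30342 bp from 69640715 to 69671056, with a fold enrichment of 4.74. The promoter peaks of Ssu72 replicate 2 and Mut replicate 2 had fold enrichments of 3.15 and 3.11. The peaks across the TES had fold enrichments of 3.84 in Ssu72 replicate 2 and 5.45 in Mut replicate 2. LEO1 (chromosome 15, 51938025 to 51971778, minus strand) had no promoter peak in any of the 4 libraries, and had a TES peak in both Ssu72 libraries and Mut replicate 2.

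**Figure D4:**
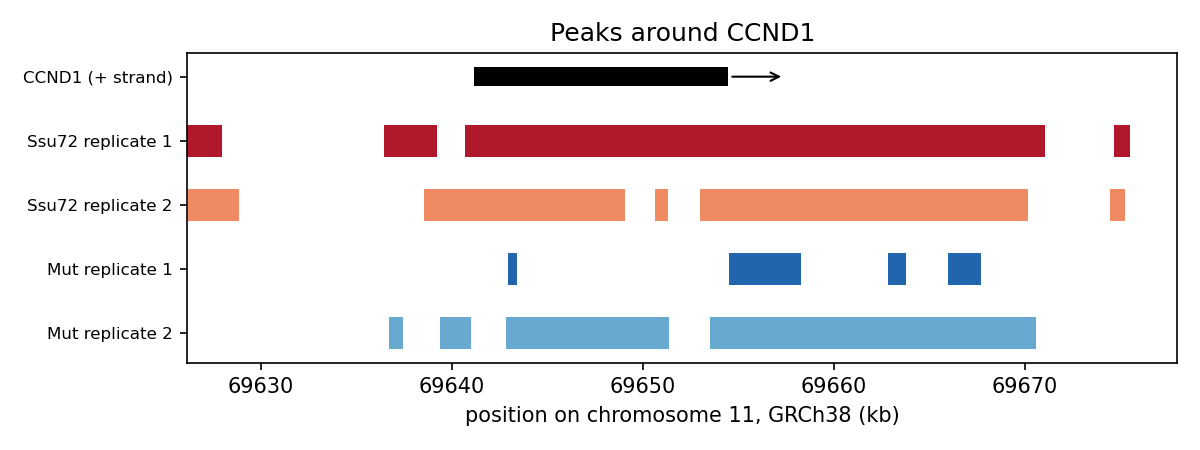
Map of the peaks in the 4 libraries around CCND1 on chromosome 11 (GRCh38, positions in kb), with the gene in black and its direction as an arrow. A peak of 30342 bp covers the gene in Ssu72 replicate 1. Mut replicate 1 has no peak at the TSS, but has a short peak within the gene (fold enrichment 2.82).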

Values the study reported

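The study reported 71,235 and 77,353 broad peaks at q < 0.1 for the pair of replicates it followed up. Those reads were placed on an older build, and whether the lists used here come from the same libraries is not known. It gave TSS/TES ratios from 1.01 to 1.27 for its Ssu72-treated replicates, measured on read coverage rather than on peaks. Its profile ran along annotated genes, while the ratios here cover protein-coding genes. The study also reported a significantly different ratio, with a markedly lower TSS peak, in ChIP-seq without Ssu72. That control was untreated, whereas the one used here had the inactive enzyme. A large part of its consensus peaks, just short of a majority, lay at promoters within 1000 bp of the TSS. Of its peaks, >75% were assigned to protein-coding genes. Its consensus peaks were found at 459 of 2273 snoRNA and miRNA sequences (20%) and at 1643 of 21,630 long intergenic noncoding RNA sequences, about 8%. The study counted a TSS peak in nearly 10,000 protein-coding genes.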

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

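The test in this part was chosen before the result was seen.

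Peaks outside chromosomes 1 to 22, X and Y entered the results only in the alternative with all sequences of the files, and each library held more of them than the 3 that a count of 0 allows. There were 80 in Ssu72 replicate 1, 24 in Mut replicate 1, 52 in Ssu72 replicate 2 and 35 in Mut replicate 2. They made up 0.122%, 0.256%, 0.086% and 0.108% of these lists. Most were on unplaced or unlocalised sequences (61, 19, 42 and 21) or on alternate sequences (19, 3, 8 and 14). Mitochondrial peaks numbered 2 in Mut replicate 1 and 2 in Ssu72 replicate 2, with 0 in the other libraries. The median fold enrichment was 3.03, 2.72, 2.86 and 3.48, against 3.08, 3.35, 2.90 and 3.21 on the main chromosomes.

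A candidate explanation is sequence that yields peaks whatever the treatment, such as repeats. If so, the Ssu72 peaks on these sequences would be overlapped by a Mut peak of the same replicate more often than those on the main chromosomes, in both replicates. In replicate 1, 15 of 80 were overlapped (18.8%, against 10.5% on the main chromosomes). In replicate 2, 11 of 52 were (21.2%, against 33.2%). The replicates went in opposite directions with few peaks, so this explanation and a response to the treatment cannot be told apart. The difference between the treatments on these sequences was not tested.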

How the results depend on the processing

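The merging of peaks less than 3000 bp apart and the crossed pairing of the replicates were chosen after the data were seen. Settings that leave values as they were by construction (the block, the crossed pairing, merging at 1000 bp) and the fits without a replicate or library are left out of these counts. Of the values that answer a comparison, 74 kept their direction and side of the threshold or, where no test applies, stayed within their spread or 1.5 times the count. Another 34 moved, 3 reversed and 1 weakened. For named genes, 57 were the same, 20 moved and 1 reversed. The exact tests between groups cannot pass 0.05 under any setting, so these counts do not show stability. Values whose mean difference kept its direction still changed in size. The log2 difference in peaks was 1.85, and 0.22 with a fold enrichment of at least 4. In genes with a promoter peak it was 1.31, and 0.13 with lists of equal length. In the ratio it was 0.55, and 0.19 with q under 0.01. In each of these alternatives the libraries of the groups overlapped. Merging at 1000 bp changed nothing because the smallest gap is 1469 bp, so it was no test. The ends of every annotated transcript were not run.

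With 9339 peaks from every list, the promoter share of peaks reversed to 1.67 percentage points, with overlapping groups, and the TSS to TES ratio to -0.10 (log2). The Ssu72 consensus fell to 4612 regions, fewer than the 5236 Mut regions, with 47.8% at promoters and 95.8% at protein-coding genes, overlapping 350 snoRNA and miRNA genes and 1101 long noncoding RNA genes. The share of Ssu72 peaks overlapped by Mut rose to 52.6%. The shorter lists themselves account for fewer regions and genes.

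With a fold enrichment of at least 4, the promoter share difference was -2.80 percentage points and the ratio reversed to -0.22, both with overlapping groups. The consensus held 1870 Ssu72 and 1689 Mut regions. Of the Ssu72 regions 57.5% were at promoters and 96.4% at protein-coding genes, with 183 snoRNA and miRNA and 478 long noncoding RNA genes, and the overlap of Ssu72 peaks by Mut was 54.2%. With q under 0.01 the consensus held 9591 Ssu72 and 3966 Mut regions, 36.2% at promoters and 93.4% at protein-coding genes, with 1837 long noncoding RNA genes. Fewer peaks account for the lower counts. The cause of the reversal of the ratio at this fold enrichment was not tested.

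The promoter share of the Ssu72 consensus was 30.6% with windows of 3000 bp, 24.6% with 500 bp, 20.7% with protein-coding genes only, 14.5% with the midpoint of the region in the window and 14.2% with regions at both ends counted as TES regions. With a region defined as the bases covered in both replicates, 19.5% of 36790 regions were at promoters and 90.8% at protein-coding genes. Merging at 3000 bp gave 32.4% and 89.7%. The regions of bases covered in both replicates overlapped 427 snoRNA and miRNA genes and 3570 long noncoding RNA genes. An overlap of 50% of each peak left 13501 Ssu72 and 1778 Mut regions, with 29.8% at promoters, 90.8% at protein-coding genes, 339 snoRNA and miRNA genes and 2197 long noncoding RNA genes. The share of Mut peaks overlapped by Ssu72 then fell to 21.2%. These follow from the definitions, but further causes were not tested.

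With peaks at both ends counted as TES peaks, the fold enrichment of promoter over gene body peaks fell to a mean of 0.018. Replicate 1 was still past the threshold (0.054), while replicate 2 changed sign (-0.017, permutation p 0.226). By midpoint the difference was 0.009 in replicate 2, where a promoter peak exceeded a gene body peak in 51.5% of comparisons. With so many peaks the permutation p reaches its smallest value even there, so the sizes say more than the calls. At CCND1 the number of libraries with a promoter peak, Ssu72 minus Mut, became 0 with promoter windows of 3000 bp and -1 by midpoint. For the midpoint the lengths show why. The Ssu72 peaks of 30342 and 10485 bp have their midpoints outside the window, and the Mut replicate 2 peak of 1624 bp has its midpoint inside.

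Across the fits that each left out a replicate or a library, the log2 difference ranged from 0.89 to 2.81 for peaks, from 0.66 to 3.17 for covered bases and from 0.66 to 1.95 for genes with a promoter peak, so the size rests on the Mut replicates. It ranged from 0.32 to 0.78 for the ratio, and the difference ranged from -12.3 to -1.93 percentage points for promoter share and from -10.1 to -5.74 for TES share. With 2 libraries per group, leaving out 1 library cannot move a difference beyond the pooled SD, nor can leaving out 1 pair for fold enrichment and overlap. With the replicate block, the log2 difference in peaks was 1.85 (exact sign-flip p = 0.5, the smallest with 2 pairs). The block changed no call. The crossed pairing gave 0 calls in 6 results, and so did the block. The lists hold no depth, which limits every comparison of list lengths.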

Other observations

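The tests of the ratio against depth and batch, of promoter share against list length, of Mut replicate 1 against depth, and of histone genes being overlapped less often were chosen only after the result was seen.

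The share of Ssu72 consensus regions at promoters was 25.7%. That is lower than the share quoted from the study above. The share depends on the threshold, as it was 47.8% with lists of equal length and 57.5% with a fold enrichment of at least 4. Consensus regions overlapped 21.9% of long noncoding RNA genes (4010 genes). That is higher than the share and the number quoted from the study above. With lists of equal length and with a fold enrichment of at least 4 the count was 1101 and 478 genes. Those are lower than the number quoted. The set of noncoding genes differs from the one the study used, and the effect of that was not tested.

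The TSS to TES ratio was higher in both Ssu72 libraries. Short and neighbouring genes are argued against as the whole cause, since the log2 difference was 0.87 in 4298 isolated genes. Each batch held both treatments, so a shift shared by a batch cancels in the difference between the groups, and the comparison within batches is no test of it. The smaller difference within a batch was 0.34. On the log2 scale the ratios differed by 0.46 between the Mut libraries and by 0.037 between the Ssu72 libraries, a spread whose source was not tested. The length of the lists stays open. At equal length the difference was -0.10, with -0.43 in replicate 1 and 0.23 in replicate 2, and in replicate 2 it was 0.12 at 5000 peaks and 0.45 at 30000. Longer lists may therefore account for the separation of the groups, and loss of masking at the TSS stays open beside it, untested. A list could also be longer because of the treatment, and these files cannot separate that.

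Lower depth of the Mut libraries cannot be told apart from the other explanations of the ratio. Background pileup solved from the authors' values, a stand-in for depth, was 1.48 times as high in Mut as in Ssu72 in replicate 1 and 0.763 times in replicate 2. Replicate 1 goes against the explanation and replicate 2 with it, and read counts were not used here.

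The promoter share of peaks was lower in both Ssu72 libraries. With lists of equal length the difference was 1.67 percentage points and the libraries of the groups overlapped, so longer lists may account for the separation. In replicate 2 the share was still lower with Ssu72 at 9339 peaks (29.5% against 32.3%) and at 20000 peaks (22.2% against 22.8%). At 30000 peaks it was higher with Ssu72 (19.9% against 19.1%). With a fold enrichment of at least 4 it was also higher (45.9% against 37.5%), so the order in replicate 2 depended on the threshold. The share fell with list length in all 4 libraries, from 76.6%, 72.8%, 71.6% and 73.6% at 500 peaks (Ssu72 replicates 1 and 2, Mut replicates 1 and 2) to 34.9%, 29.5%, 28.8% and 32.3% at 9339.

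Mut replicate 1 had the shortest list. Its background pileup was 1.35 times that of Mut replicate 2 (1.85 against 1.37), which goes against lower depth as a possible explanation. The Ssu72 libraries were at 1.25 and 1.79. These are low percentiles of the solved values. The medians were 2.29 and 1.62 in Mut replicates 1 and 2, and 1.43 and 2.14 in Ssu72 replicates 1 and 2. As the quantity is inferred from 300 peaks per library, this remains a hypothesis, and no biological explanation was tested.

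Of 443 tRNA genes, 18.1% overlapped a Ssu72 consensus region, against a mean of 5.69% (2.25 to 11.3) for shifted regions. Of 277 tRNA genes more than 10000 bp from a protein-coding gene, 23 did (8.30%), within the 0.722 to 11.9% of shifted regions (mean 4.39%). Regions of neighbouring protein-coding genes may therefore account for the excess.

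Replication-dependent histone genes were foreseen to overlap consensus regions more often than other protein-coding genes, and this was not found. A region overlapped 13 of 69 (18.8%, 95% Wilson interval 11.4 to 29.6), against 59.0% of 19968 others. In 10000 lists matched on length the mean was 25.7% (15.9 to 36.2), so short length may account for the low share. In lists matched on the distance to the next gene it was 69.7% (59.4 to 79.7), which argues against close neighbours as the cause. No biological explanation was tested.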
